A study of Macaca mulatta with 2688 samples. Its data were reported in "Single cell transcriptomics of primate sensory neurons identifies cell types associated with chronic pain" (2021).

How the data were processed

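Dorsal root ganglia hold the cell bodies of the sensory neurons that carry touch, temperature, pain and itch from the body to the spinal cord. Single cells from ganglia of 5 female rhesus macaques were sorted by the authors into plates by fluorescence and light scatter after dissociation and straining, and each well was sequenced with Smart-seq2, a full-length cDNA method without molecular identifiers and without strand information. The series holds 2688 wells on 9 plates, each from 1 animal (C01, C06, C09, N11 or N13) and 1 spinal level (lumbar, thoracic or sacral). Per the labels, 1040 wells carry a neuron type and 1648 are marked as low quality or non-neuronal. The authors clustered the expression of the same cells after integration over animals and transferred the names of the types from a sister dataset of other macaques, so the genes that define a cluster were not tested independently of it.

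The deposited tables give counts, the authors' raw read counts per gene and well with no normalization, in whole numbers. Per the labels and the study's methods, reads were aligned to the macaque assembly Mmul_10 (rheMac10) with gene models extended from human transcripts, under human gene names. The labels and the study's methods text name neither the aligner nor the counting tool. Each of the 9 tables has 45794 gene entries, of which 2740 have no count in any well, 414 are one of several loci with a shared name, and 21222 carry a LOC name. 4 tables list the genes in another order and were matched by gene name. No well was identical to another. Positions were taken from the annotation of the same assembly, which gave 1 position for 159 of the 164 named genes.

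The animal was the unit of replication. Counts were summed over the cells of one type from one animal, for sums of at least 2 cells, which gave 36 sums of 8 types. PEP2, with 3 cells, was described without a test. One edgeR model (version 4.0.16 in R 4.3.3) was fitted over all 36 sums with the type and the animal as terms (24 residual degrees of freedom), TMM factors, the filterByExpr filter (17468 genes kept) and the quasi-likelihood test. Each type was compared with the equally weighted mean of the other 7 tested types, and PEP1 with NP2, NP1 with NP2 and PEP3 with PEP1. A second model compared the excluded wells with the neurons of the same animals (10 sums, animal as a term, 20932 genes, 4 residual degrees of freedom). A further model compared lumbar with thoracic neurons over 8 sums per animal and level, without an animal term because only C09 and N11 had both levels (25931 genes, 5 residual degrees of freedom). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Levels are CPM (counts relative to the total of a sum), scaled with the TMM factors, given as mean ± SD over animals, and log2 fold changes are given with their standard error (SE). Levels of the PEP2 cells are CPM of single cells without scaling. Gene lists were tested with camera (limma 3.58.1, preset correlation of 0.01) and adjusted over all 398 tests of lists and contrasts. The same test with an estimated correlation and fry were run beside it, and members were also adjusted over the list alone. All adjusted p values of genes are from edgeR and those of lists from camera, unless another tool is named.

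The 34 gene lists cover A-fibre and large-soma genes, axon guidance, calcium channels, clathrin-dependent endocytosis, excitatory and inhibitory G protein-coupled receptors (GPCRs), HOX paralog groups 1 to 8 and 9 to 13, immediate early and heat shock genes, injured neurons, itch receptors and mediators, ligand-gated channels, mechanosensitive channels, naming genes, neuron genes, neuropeptides, neurotrophic factor receptors, voltage-gated and other potassium channels, oxidative phosphorylation, pain insensitivity genes, presynaptic release, sensory transcription factors, sodium channels, synaptic adhesion and TRP channels, and markers of satellite glia, myelinating Schwann cells, endothelial cells, fibroblasts, mural cells, macrophages, lymphocytes and erythroid cells. A list was tested where at least 3 members passed the filter. The naming genes join mouse markers that the study used to name the clusters of its sister dataset with further markers it gave for the types, the names were transferred to these cells by expression, and the study scored glia with genes that overlap the satellite glia list, so neither list is independent evidence of its direction.

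The genes named were chosen by a rule. Among called genes with a symbol (no LOC, slash or clone name), these are, for a type against the others, the 12 largest increases averaging at least 20 CPM in the type and above the mean of the other types in every animal, and the 5 largest decreases averaging at least 20 CPM in the others and below in every animal. For the pairwise contrasts, the excluded wells and the levels, the rule takes 10 each way. For each list described it takes up to 4 members with the smallest p, and the naming genes are always among those named. For a gene at 0 in every sum of one group, the fold is a lower bound from 3 counts over the summed library of that group.

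Depth varied by well. Neurons had a median of 475454 counts per well (range 145 to 1247719) and excluded wells 1788 (range 3 to 1636641). Shares of single animals are given with exact Clopper-Pearson intervals at 95%, and a share of 0 with the limit that 3 cells of the total would give. The intervals treat cells as independent draws, although cells came in groups by plate and level, so they cover the counting error of cells only. Reads without molecular identifiers are not independent molecules, so the floors from 3 counts cover the counting of reads only. The fits were tested on simulated data made from these sums, in which 200 genes per contrast were changed. Of the changes of 4-fold, 73.9% (PEP3 against PEP1) to 96.8% (PEP1) were called in the contrasts between types, 26.8% in excluded wells and 53.0% between levels. False calls were 1.32% (C-LTMR) to 9.04% (PEP1) of the calls between types, 3.08% in excluded wells and 13.7% between levels. The simulated sums shared the same mean per gene apart from the 200 changes, with no animal effect. These rates therefore do not cover differences between animals or among the other types.

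The comparisons, lists, the rule for named genes and the following alternatives were fixed before the data were examined. The alternatives were DESeq2 (1.42.0) with its size factors, no filter on low counts, sums of at least 1 or at least 5 cells, a fit that weights each cell equally (limma-trend on mean log2 CPM plus a pseudocount of 1), fits without the animal term or, for levels, with it, excluded wells with at least 100000 counts only (338 wells), NP1 cells only for the levels, and each animal left out in turn. A minimum of 50000 counts per neuron, which removes 22 neurons, was added after the data were seen, because one PEP3 sum held almost no counts. Correlations of log2 CPM between sums used genes averaging at least 1 CPM. Tables were read with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1) and drawn with matplotlib 3.10.9.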

Results

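The data are read counts of 2688 single wells from dorsal root ganglia of 5 macaques, of which 1040 wells carry the label of one of 9 sensory neuron types. Low-threshold mechanoreceptors (LTMRs) of A and C fibres sense touch, and the types NP1, NP2 and NP3 are nociceptors named as non-peptidergic. PEP1, PEP2 and PEP3 are peptidergic nociceptors, and TrpM8high neurons are named after the cold receptor TRPM8. A neuron had a mean of 489297 counts and 13553 detected genes. The median neuron held 419092 counts in C01, 502290 in C06, 421515 in C09, 531348 in N11 and 648409 in N13. Among the types the median ran from 439406 counts in PEP2 to 517832 in PEP1. The labelled neurons include 22 wells with fewer than 50000 counts, 6 of them below 1000.

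PEP1 was the most frequent type among the sorted neurons, at 35.2% ± 14.5 of an animal's neurons (SD, n = 5), with NP1 at 22.8% ± 4.91, NP2 at 12.7% ± 5.28, C-LTMR at 10.5% ± 6.87 and NP3 at 9.18% ± 3.77. PEP3 made up 5.19% ± 3.54, A-LTMR 2.33% ± 2.14, TrpM8high 1.98% ± 1.55 and PEP2 0.165% ± 0.226. The animals differed: PEP1 made up 14.9% of the neurons in C06 (exact 95% interval 10.6 to 20.1) and 52.5% in C09 (47.8 to 57.1), while C-LTMR reached 21.3% in C06 (16.2 to 27.1). Of the 235 neurons of C06, 190 came from the only sacral plate, which held 44 C-LTMRs. Animal, spinal level and plate therefore cannot be told apart in the shares of C06. No A-LTMR was found among the 46 neurons of C01, which allows a share of up to 6.52%. By spinal level, A-LTMRs were 0 of 339 lumbar neurons (a share of up to 0.885%), 10 of 190 sacral and 12 of 511 thoracic neurons. PEP1 was 166 of 339 lumbar, 21 of 190 sacral and 197 of 511 thoracic neurons. The levels came from different plates and only partly from the same animals, and no test was made. C09 and N11 had lumbar and thoracic plates, and C06 lumbar and sacral ones. Sorting selects cells, so these are shares of sorted cells and not of the ganglion.

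**Figure D1:**
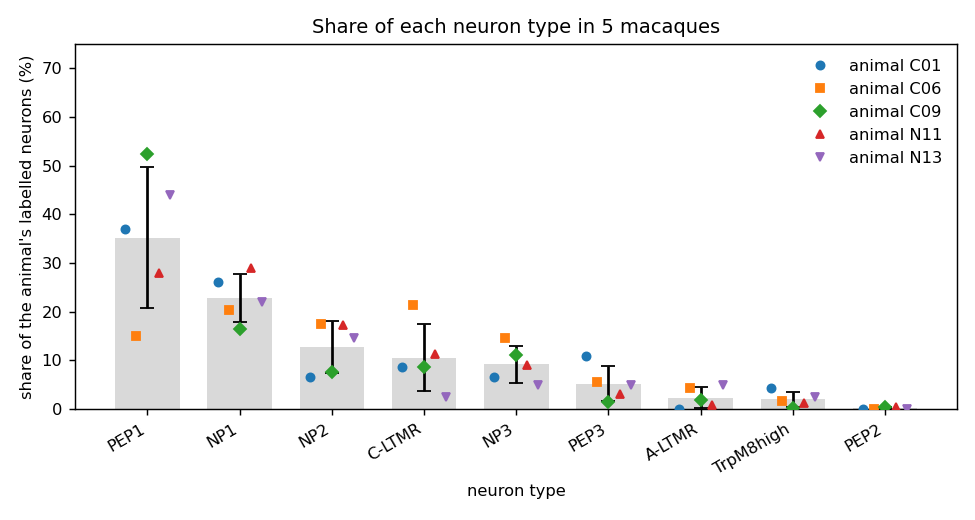
Share of each neuron type among the labelled neurons of each animal, in percent. Points are animals, bars the mean and whiskers the SD over 5 animals, and PEP1 ranged from 14.9% in C06 to 52.5% in C09.

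Sums of the same type resembled each other across animals on average, with exceptions. Across 16285 genes, sums of the same type from different animals correlated with a mean Pearson r of 0.890 ± 0.162 (SD, 65 pairs), and sums of different types from the same animal with 0.826 ± 0.135 (113 pairs). The lowest values came from one PEP3 sum of 1104 counts (2 cells of N13). Without sums under 100000 counts the means were 0.929 ± 0.0546 (61 pairs) and 0.851 ± 0.0674 (108 pairs). By type, the mean between animals was 0.958 in PEP1, 0.783 ± 0.0762 in TrpM8high (3 pairs) and 0.655 ± 0.311 in PEP3 (10 pairs), with TrpM8high and PEP3 below the mean between types. The PEP3 mean rests on the N13 sum. With at least 5 cells per sum, which leaves that sum and TrpM8high out, it was 0.894 ± 0.0510 (6 pairs), against 0.883 ± 0.0455 between types of the same animal (63 pairs). Genes are not independent replicates, so no p is given.

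The study asked which genes set each neuron type apart, and the types are taken one by one below against the mean of the other tested types. The list of naming genes holds mouse markers that the study used to name the clusters of its sister dataset, and further markers it gave for the types. Names were passed to these cells by their expression, so the list is not independent evidence. GFRA1 and GFRA2 (receptors for neurotrophic factors of the GDNF family) were both high in NP1, GFRA1 without GFRA2 in NP2, GFRA2 with ZNF521 in C-LTMR. NTRK1 (the receptor for nerve growth factor) was high in PEP1 and PEP3. The nociceptor sodium channel SCN10A averaged 369 to 757 CPM in NP1, NP2, NP3, PEP1, PEP3 and C-LTMR, against 5.96 ± 3.97 CPM in A-LTMR (n = 4) and 2.72 ± 3.84 CPM in TrpM8high (n = 3). As a list, the 19 naming genes were called in 7 of the 13 contrasts, most strongly higher in NP1 than in NP2 (camera adjusted p = 5.1e-08, adjusted p = 0.473 with an estimated correlation).

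**Figure D2:**
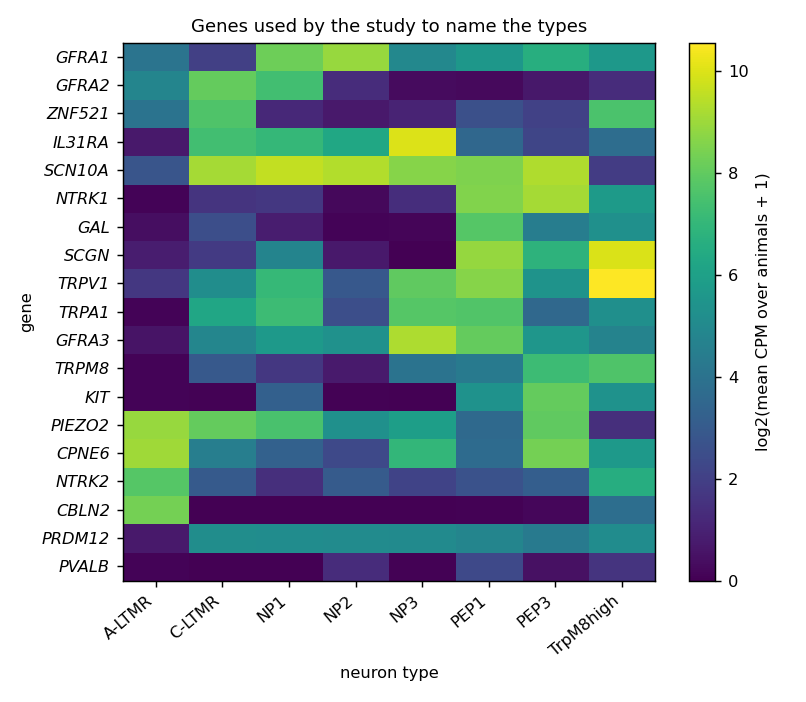
Mean level of the naming genes in each type, as log2 of the mean CPM over animals plus 1 (colour). IL31RA peaks in NP3 at 1019 CPM and SCN10A is at 5.96 CPM in A-LTMR and 2.72 CPM in TrpM8high.

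A-LTMRs stood apart by A-fibre and large-soma genes, and by low levels of the nociceptor genes SCN10A and PRDM12. SLC10A2, a bile acid transporter gene on chromosome 17 (84697792 to 84720988), reached 144 ± 43.0 CPM in A-LTMRs (n = 4) against 0.0425 ± 0.122 in the other sums (n = 32, log2 fold change 12.66 ± 0.32 SE, adjusted p = 2.5e-21). CBLN2, a secreted synapse organiser on chromosome 18 (7405057 to 7421401), reached 322 ± 93.8 against 1.26 ± 3.93 CPM (12.24 ± 0.29, adjusted p = 2.5e-21). The transcription factor genes SKOR2 (64.5 ± 9.92 CPM) and NHLH1 (25.5 ± 15.2 CPM), the secreted signal WNT8B (124 ± 15.1 CPM), the cadherins CDH20, FAT3 and DCHS2, the GABA receptor subunit GABRA4 (27.1 ± 6.92 CPM), the myelin glycoprotein gene OMG, SLC5A12 and CCDC172 completed the 12 largest increases, each higher in 4 of 4 animals. NTRK2, the receptor for brain-derived neurotrophic factor, rose to 219 ± 59.9 CPM (log2 4.94), CPNE6 to 535 ± 191 CPM (4.99) and the touch channel PIEZO2 to 486 ± 132 CPM (3.48). PRDM12, a factor needed for nociceptor development, was at 0.636 ± 0.812 CPM. The antiviral gene OAS1 was at 0 in all 4 A-LTMR sums and at least 159-fold lower than in the other types. So were PRDM8 (at least 93.7-fold), TRIM22 (at least 82.5-fold), the potassium channel KCNQ5 (at least 78.6-fold) and the glutamate receptor GRIK4 (at least 68.8-fold).

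Of 26 A-fibre and large-soma genes, 16 rose in A-LTMRs (16 adjusted over the list alone), with VSNL1, S100B and CALB1 among them (camera adjusted p = 2.5e-07, median log2 1.37, adjusted p = 0.899 with an estimated correlation). Of 44 voltage-gated potassium channel genes 22 rose and 6 fell (23 and 8 adjusted over the list alone), led by KCNQ3 (146 ± 41.0 CPM), KCNH5 and KCNS3 (288 ± 21.5 CPM, camera adjusted p = 1.2e-05, adjusted p = 0.982 with an estimated correlation). Itch genes fell: 5 of 19 were lower and 2 higher (5 and 2 adjusted over the list alone, camera adjusted p = 1.1e-09, adjusted p = 0.0404 with an estimated correlation). Of 31 neuropeptide genes, 5 fell, CALCA among them, and 4 rose (5 and 5 adjusted over the list alone, camera adjusted p = 0.0011, adjusted p = 0.851 with an estimated correlation). Of 19 genes of inherited pain insensitivity, 5 fell, among them SCN11A, SCN10A and PRDM12, and 1 rose, the same counts as adjusted over the list alone (camera adjusted p = 0.022, adjusted p = 0.995 with an estimated correlation). Oxidative phosphorylation genes were higher by a median log2 of 0.61, with 4 of 54 called (4 adjusted over the list alone), CYC1 at 482 ± 94.5 CPM among them (camera adjusted p = 0.0003, adjusted p = 0.995 with an estimated correlation). Camera called this list in 8 of the 13 contrasts, so a call of it is not particular to A-LTMRs. The median share of mitochondrial counts was 17.7% in A-LTMRs against 6.46% in NP2, the lowest of the tested types. Of 4 tested genes of myelinating Schwann cells, DRP2 (9.80 ± 4.56 CPM) and MBP (7.25 ± 5.52 CPM) rose, as also over the list alone, and the list was not called (camera adjusted p = 0.303). Satellite glia genes were lower (2 of 15 called, 0 adjusted over the list alone, camera adjusted p = 9.4e-06, adjusted p = 0.857 with an estimated correlation). A-LTMRs were 0 of 339 lumbar neurons, and camera called satellite glia genes higher in lumbar than in thoracic neurons (below). Level, plate and the small number of cells therefore cannot be told apart from the type for this list. In all, edgeR called 1415 genes higher and 1179 lower, from 22 cells. Leaving out C09 gave 734 lower, and with each cell weighted equally and at least 50000 counts per neuron the majority turned to 1114 higher and 1630 lower.

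C-LTMRs expressed GFRA2, ZNF521 and several itch receptors. KLHL1, an actin-binding protein gene on chromosome 17 (51352758 to 51790938), reached 34.3 ± 7.23 CPM (n = 4) against 0.0729 ± 0.222 (n = 32, log2 9.48 ± 0.29, adjusted p = 4.3e-18). The cadherins CDH3 and CDH9 (165 ± 78.4 CPM), the neuropeptide NMU (33.1 ± 13.7 CPM), HSD17B13 (90.7 ± 38.6 CPM), the cholecystokinin receptor CCKAR (49.2 ± 30.9 CPM), FAT3, SLA, S100A4 (294 ± 110 CPM), FYB2 and DSP were higher in 4 of 4 animals. So were GFRA2 (265 ± 65.1 CPM, log2 6.82) and ZNF521 (199 ± 57.2 CPM, 5.33). The glutamate receptor GRIA4 fell to 0.564 ± 0.857 from 38.2 ± 32.5 CPM (log2 -7.30, adjusted p = 8.8e-09). EML1, KALRN, SLITRK4 and AMOTL1 were lower in 4 of 4 animals. Of 19 itch genes 7 rose (8 adjusted over the list alone), MRGPRX1 and MRGPRX4 among them (camera adjusted p = 0.022, adjusted p = 0.935 with an estimated correlation). Of 17 genes of HOX paralog groups 1 to 8, 6 fell, with HOXD1 and HOXB8 the lowest (6 adjusted over the list alone, camera adjusted p = 2.8e-05, adjusted p = 0.790 with an estimated correlation). In all 1150 genes were higher and 825 lower. The majority turned with DESeq2, which gave 990 and 1039. The lower count was 448 without C06, 480 without C09 and 549 without N11.

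NP1 neurons expressed a broad set of itch receptors. MRGPRD, a receptor of polymodal skin nociceptors on chromosome 14 (5814543 to 5815507), reached 55.8 ± 21.9 CPM (n = 5) against 1.63 ± 3.83 (n = 31, log2 8.90 ± 0.45, adjusted p = 8.1e-15). The itch receptors MRGPRX3 (135 ± 53.5 CPM) and MRGPRX4 (122 ± 71.7 CPM), the oncostatin M receptor OSMR (129 ± 43.5 CPM), the platelet-activating factor receptor PTAFR (64.1 ± 18.6 CPM), the nucleotide receptor P2RY14 (136 ± 32.5 CPM), the potassium channel KCNK18 (328 ± 70.0 CPM, log2 6.13), GFRA2 (164 ± 40.8 CPM, 6.13), NMU, MLIP, TDRG1 and MPZL2 were higher in 5 of 5 animals. GFRA1 rose to 295 ± 117 CPM (2.91). NTNG1, the water channel AQP1, DGKB, the signal SHH and RAB11FIP4 were lower in 5 of 5 animals. Of 19 itch genes 13 rose (13 adjusted over the list alone), with a median log2 of 3.36 (camera adjusted p = 1.6e-23, adjusted p = 0.000395 with an estimated correlation). Inhibitory GPCRs were called lower as a list by camera, but not by the count of members. Of these, 3 of 24 rose, OPRD1 and CNR1 among them, and 2 fell (3 and 3 adjusted over the list alone, camera adjusted p = 5.6e-05, adjusted p = 0.874 with an estimated correlation). Of the 4 tested genes of myelinating Schwann cells 1 fell, DRP2 (1 adjusted over the list alone, camera adjusted p = 0.024, adjusted p = 0.599 with an estimated correlation). In all 1262 genes were higher and 725 lower. Calls were 63.5% higher with TMM and 47.5% with DESeq2's size factors, which moved the median of all genes by -0.126 (log2). Without C06, 467 genes were lower.

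NP2 neurons expressed several of the itch receptors of NP1, and PNOC. MRGPRD was lower than in NP1 (8.47 ± 5.57 against 55.8 ± 21.9 CPM). PNOC, the precursor of the opioid-like peptide nociceptin on chromosome 8 (28580350 to 28607035), reached 90.7 ± 57.9 CPM (n = 5) against 6.48 ± 18.1 (n = 31, log2 9.48 ± 0.61, adjusted p = 1.6e-12). MRGPRX1, a receptor for pruritogens on chromosome 14 (46623174 to 46624142), reached 217 ± 89.9 CPM (8.96 ± 0.42, adjusted p = 1.2e-15). MRGPRX3 reached 205 ± 61.4, MRGPRX4 233 ± 103, LITAF 151 ± 20.7, KCNK18 368 ± 68.4, P2RY14 190 ± 44.0 and CA10 257 ± 47.6 CPM. ETV1, MLIP, MYO1A and THBD also rose, and each of these genes was higher in 5 of 5 animals. GFRA1 rose to 489 ± 154 CPM (log2 3.76). PCP4, a calmodulin-binding protein gene, was at 0.151 ± 0.109 against 261 ± 438 CPM (log2 -8.96). TMEM72, the guidance receptor NRP1, the calcium sensor VSNL1 and SERPINF1 were lower in 5 of 5 animals. Of 19 itch genes 11 rose (11 higher and 1 lower adjusted over the list alone, camera adjusted p = 1.6e-13, adjusted p = 0.00704 with an estimated correlation). Inhibitory GPCRs fell, with 7 of 24 lower, GRM4, OPRL1 and ADORA1 among them, and 3 higher (7 and 3 adjusted over the list alone, camera adjusted p = 2e-07, adjusted p = 0.709 with an estimated correlation). Of 67 synaptic adhesion genes 21 fell and 9 rose (23 and 9 adjusted over the list alone, camera adjusted p = 3.7e-05, adjusted p = 0.995 with an estimated correlation). Of 50 axon guidance genes 18 fell and 6 rose, as also over the list alone (camera adjusted p = 0.0012, adjusted p = 0.995 with an estimated correlation). Satellite glia genes moved with NP2. Of these, 11 of 15 were called higher (13 adjusted over the list alone), while camera gave an adjusted p of 0.0505, which misses the threshold. In all 1243 genes were higher and 1174 lower. Calls were 51.4% higher with TMM and 36.4% with DESeq2, which moved the median of all genes by -0.122 (log2).

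NP3 neurons carried the interleukin-31 itch pathway and somatostatin. SST, which encodes somatostatin on chromosome 2 (10153093 to 10154595), reached 1183 ± 503 CPM (n = 5) against 20.7 ± 48.3 (n = 31, log2 10.24 ± 0.73, adjusted p = 5.7e-12). EDN3, an endothelin on chromosome 10 (94463973 to 94489462), reached 221 ± 117 CPM (10.69 ± 0.89, adjusted p = 3.9e-10). The interleukin-31 receptor genes IL31RA (1019 ± 230 CPM, log2 5.99) and OSMR (291 ± 53.6 CPM, 6.92), the kinase JAK1 (1772 ± 417 CPM, 2.48), the histamine receptor HRH1 (499 ± 85.8 CPM, 4.98), the sphingosine phosphate receptor S1PR1 (125 ± 25.8 CPM, 7.95) and the artemin receptor GFRA3 (610 ± 127 CPM, 4.96) rose together. NECAB2, ANXA8L1, PTPRC, LMOD3, ETV1 (275 ± 90.8 CPM), the glutamate receptor GRIA1 (41.7 ± 10.7 CPM), COL2A1 and PLA2G4D were also higher in 5 of 5 animals. SYNPO, SCGN, SHH and NDP were lower in 5 of 5 animals. EGFL6 was at 0 in all 5 NP3 sums, at least 505-fold lower than the mean of the other types. That mean leans on the TrpM8high sums, with 484 CPM in C01, 7.12 in C06 and 133 in N11. The bound therefore does not hold for each other type. Of 19 itch genes 8 rose and 3 fell, the same as adjusted over the list alone (camera adjusted p = 0.003, adjusted p = 0.761 with an estimated correlation).

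Several HOX genes, which mark position along the body axis, were low in NP3. Of 7 tested genes of HOX paralog groups 9 to 13, 5 fell, among them HOXD10, HOXD9 and HOXB9, and 2 more were higher when adjusted over the list alone (camera adjusted p = 0.0013, adjusted p = 0.599 with an estimated correlation). Of 17 of groups 1 to 8, 7 fell, HOXB6 and HOXB5 among them, and 2 rose, as also over the list alone (camera adjusted p = 0.0025, adjusted p = 0.935 with an estimated correlation). Several receptor and channel lists were lower in NP3 by camera, though members with the smallest p went both ways. The 4 leading excitatory GPCRs all rose: S1PR1, P2RY12 (log2 5.18), PTGDR (3.35) and RAMP3 (2.88). In the other lists OSMR, GFRA3, KCNMB2 (2.12), KCNT1 (1.75), ETV1 and KLF5 (2.71) rose. CNTFR (-3.10), IL6ST (-1.49), KCNK3 (-1.86), KCNMB4 (-2.29), TBX3 (-5.10) and HOXD1 (-2.60) fell. For excitatory GPCRs, 6 of 29 fell and 5 rose, as also over the list alone (adjusted p = 0.0003, adjusted p = 0.761 with an estimated correlation). For neurotrophic factor receptors, 7 of 24 fell and 3 rose (8 and 4 adjusted over the list alone, adjusted p = 0.013, adjusted p = 0.983 with an estimated correlation). For other potassium channels, 5 of 27 fell and 4 rose (6 and 4 adjusted over the list alone, adjusted p = 0.025, adjusted p = 0.995 with an estimated correlation). For sensory transcription factors, 11 of 48 fell and 9 rose, as also over the list alone (adjusted p = 0.0078, adjusted p = 0.995 with an estimated correlation). In all 1240 genes were higher and 829 lower in NP3.

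**Figure D3:**
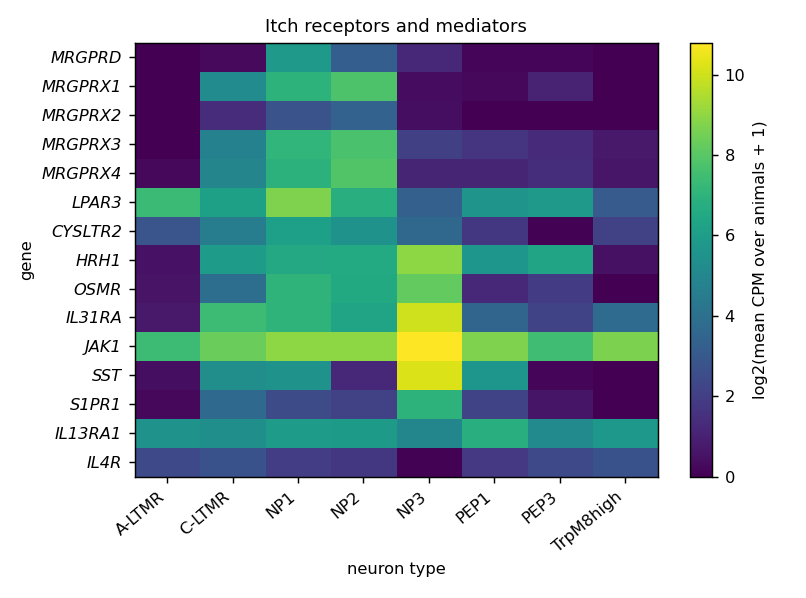
Mean level of itch receptors and mediators in each type, as log2 of the mean CPM over animals plus 1 (colour). MRGPRX1 is at 126 CPM in NP1 and 217 CPM in NP2, and IL31RA, OSMR, HRH1, JAK1 and SST peak in NP3.

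PEP1 neurons expressed peptides and G protein-coupled receptors. GAL, which encodes the neuropeptide galanin on chromosome 14 (6083148 to 6090339), reached 217 ± 48.4 CPM (n = 5) against 7.95 ± 21.7 (n = 31, log2 7.92 ± 0.42, adjusted p = 1.7e-15). P2RY12, an ADP receptor on chromosome 2 (53497407 to 53544222), reached 170 ± 46.6 CPM (8.20 ± 0.37, adjusted p = 3.4e-17). ADCYAP1, the precursor of the peptide PACAP, reached 372 ± 17.2 CPM (6.92). The transcription factor BCL11A (54.1 ± 20.0 CPM), the serotonin receptor HTR1B (23.6 ± 9.86 CPM), the calcium-binding protein SCGN (466 ± 202 CPM), PTCHD1, KLK8, TMEM255B and ST8SIA2 were higher in 5 of 5 animals. NTRK1 rose to 377 ± 115 CPM (log2 7.36). The 2 remaining leads, GSTA3 (30.6 ± 19.4 CPM) and GSTA1 (31.4 ± 19.5 CPM), are paralogs with overlapping positions, so reads could not be assigned to one of them. VSNL1, the glutathione peroxidases GPX2 (0.769 ± 0.631 against 198 ± 279 CPM) and GPX3, NDP and SEMA7A were lower in 5 of 5 animals.

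Of 31 neuropeptide genes 12 rose in PEP1, SCG2 and CALCA (1708 ± 1020 CPM) among them, and 1 fell (15 and 1 adjusted over the list alone, camera adjusted p = 0.022, adjusted p = 0.935 with an estimated correlation). CALCA (log2 4.12) was also called higher in NP1 (3.22) and NP3 (3.26). Of 24 inhibitory GPCRs 14 rose and 1 fell, as also over the list alone, with HTR1E (17.7 ± 5.05 CPM), the opioid receptor OPRK1 (28.8 ± 12.0 CPM) and SSTR1 (camera adjusted p = 0.00096, adjusted p = 0.935 with an estimated correlation). Of 19 calcium channel genes 6 rose, among them CACNA1E, and 1 fell, as also over the list alone (camera adjusted p = 0.00098, adjusted p = 0.935 with an estimated correlation). Markers of satellite glia moved with PEP1, and 4 of 15 rose (6 adjusted over the list alone), PTPRZ1, SPARC, ABCA8 and PMP2, all at 28.6 CPM or less (camera adjusted p = 0.0012, median log2 2.0, adjusted p = 0.935 with an estimated correlation). So did 9 of 19 immediate early and heat shock genes (9 adjusted over the list alone), with FOS at 49.4 ± 48.4 CPM (camera adjusted p = 0.00033, median log2 1.08, adjusted p = 0.935 with an estimated correlation). In all 1391 genes were higher and 758 lower in PEP1. Calls were 64.7% higher with TMM and 51.3% with DESeq2. Without C01, 2142 genes were higher.

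PEP3 neurons combined nociceptor genes with those of large A-fibre neurons. Among the types they had the fewest detected genes per neuron (mean 11563), and their median share of mitochondrial counts was 15.8%. KLK7, a protease gene on chromosome 19 (50866218 to 50873507), reached 446 ± 239 CPM (n = 5) against 70.2 ± 147 (n = 31, log2 6.41 ± 0.55, adjusted p = 8.2e-11). The monocarboxylate transporter SLC16A6 reached 82.2 ± 31.7 against 4.05 ± 6.84 CPM (5.78 ± 0.31, adjusted p = 1.3e-15). The nicotinic receptor CHRNA9 (153 ± 65.6 CPM), RAB11FIP4, AOX1, UBE2QL1, ELMO1, TMEM151B, TSPAN2, COL4A2, the prohormone convertase PCSK2 (202 ± 115 CPM) and ADCY7 were also higher. LDB2, the leukotriene receptor CYSLTR2, CDH8, the prostaglandin D receptor PTGDR (0.473 ± 0.817 against 80.1 ± 75.4 CPM) and RAMP3 were lower in the 4 animals other than N13. The sum from N13 held 1104 counts, too few to show a decrease, and the genes above count as higher in every animal only where it happened to hold reads. With only neurons of at least 50000 counts, which leaves it out, the rule names other increases, led by TMEM273, CHRM1, KIT, HTR1B and OMG, each higher in 4 of 4 animals. Without that sum, NTRK1 was at 700 ± 416, KIT (a receptor tyrosine kinase) at 328 ± 163, PIEZO2 at 311 ± 69.9, CPNE6 at 411 ± 110, SCN10A at 782 ± 415, TRPM8 at 186 ± 123 and the heavy neurofilament NEFH at 2928 ± 1045 CPM (n = 4, a set chosen after the values were seen).

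Of 26 A-fibre and large-soma genes 14 rose in PEP3 (14 adjusted over the list alone), NEFH and VSNL1 among them (camera adjusted p = 4.1e-06, median log2 1.31, adjusted p = 0.935 with an estimated correlation). Of 50 ligand-gated channels 23 rose and 2 fell (23 and 3 adjusted over the list alone), with GLRA3, CHRNB3 and CHRNA7 (camera adjusted p = 7.2e-08, adjusted p = 0.935 with an estimated correlation). Of 24 inhibitory GPCRs 12 rose (13 adjusted over the list alone), with HTR1B, PTGER3 and GRM8 (camera adjusted p = 5.2e-08, adjusted p = 0.644 with an estimated correlation). Of 13 sodium channel genes 7 rose (7 adjusted over the list alone), with SCN10A, SCN1B and SCN4B (camera adjusted p = 0.033, adjusted p = 0.995 with an estimated correlation). Markers of satellite glia moved with PEP3, with 4 of 15 higher (4 adjusted over the list alone, camera adjusted p = 2.9e-08, adjusted p = 0.709 with an estimated correlation). With only neurons of at least 50000 counts, which leaves out the N13 sum, this call ended at an adjusted p of 0.073. In all 1645 genes were higher and 668 lower. Weighting each cell equally gave 175 and 6815, and with at least 50000 counts per neuron 489 and 2090.

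TrpM8high neurons expressed TRPV1 and a set of peptides, and lacked SCN10A. RXFP1, a relaxin receptor on chromosome 5 (156135710 to 156260414), reached 279 ± 346 CPM (n = 3) against 0.0360 ± 0.0919 (n = 33, log2 12.01 ± 0.39, adjusted p = 4.8e-16). The opioid peptide precursor PENK reached 119 ± 113 CPM (11.22), CCK, which encodes cholecystokinin, 205 ± 112 CPM (8.27), the oestrogen receptor ESR1 67.2 ± 14.2 CPM (9.01, adjusted p = 6.5e-17) and the muscarinic receptor CHRM2 75.8 ± 116 CPM (7.33). DIRAS3, ENC1, COL9A2, EGFL6, UGT3A2, the GABA receptor subunit GABRQ and PDE9A were also higher in 3 of 3 animals. Single animals carry several of these means. Without C01, RXFP1 averaged 79.4, DIRAS3 67.8, EGFL6 70.3, GABRQ 24.4, PDE9A 13 and CHRM2 9.05 CPM, and without N11, PENK averaged 58.7 and ENC1 341 CPM. The heat and capsaicin receptor TRPV1 reached 1503 ± 430 CPM (log2 4.92, adjusted p = 5e-08, 3 of 3 animals), SCGN 996 ± 711 CPM and ZNF521 186 ± 143 CPM. TRPM8 itself was at 201 ± 279 CPM (5.15, adjusted p = 8.3e-09) and above the other types in 2 of 3 animals. C06 carries this mean, with 524 CPM against 40.7 in C01 and 38.6 in N11, and PEP3 averaged 149 ± 135 CPM. KCNK18 (at least 219-fold lower), CA10 (at least 162-fold), S100A16 (at least 114-fold), PDE4C (at least 67.3-fold) and SPARCL1 (from 24.3 ± 40.8 CPM in the other types) were at 0 in all 3 sums. Of 18 TRP channels 7 rose, TRPC7 and TRPM2 among them, and 1 fell (9 and 2 adjusted over the list alone, camera adjusted p = 0.0033, adjusted p = 0.935 with an estimated correlation). Itch genes fell, with 4 of 19 lower, HRH1 and OSMR among them, and 2 higher, as also over the list alone (camera adjusted p = 2.1e-08, adjusted p = 0.0551 with an estimated correlation). In all 1782 genes were higher and 809 lower in these 9 cells of 3 animals. The calls of SPARCL1, S100A16 and KCNK18 ended when single animals were left out. DESeq2 moved the median of all genes by 0.193 (log2). Without N11, 494 genes were lower.

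PEP2 was represented by 3 cells, 2 from C09 and 1 from N11, with 564892, 439406 and 356150 counts, and the study separates it from PEP3. All 3 cells expressed PVALB, a calcium buffer of fast-firing neurons, at 179 to 246 CPM, while 1 of 32 PEP3 cells with at least 50000 counts held any PVALB count (6.21 CPM). PVALB was also called higher in PEP1 than in the other tested types, at 4.01 ± 4.91 CPM (log2 4.58, adjusted p = 8.6e-06, 4 of 5 animals). NTRK1 (513 to 749 CPM), SCN10A (765 to 974 CPM), CPNE6 (200 to 449 CPM) and TRPV1 (253 to 508 CPM, against a median of 4.78 CPM in PEP3 cells) were present in all 3 cells, and TRPA1 ran from 39.3 to 93.8 CPM. KIT, SCGN and PIEZO2 were at 0 in all 3 PEP2 cells, below floors of 5.31 to 8.42 CPM, and had counts in 24, 25 and 29 of the 32 PEP3 cells. TRPM8 was at 0 to 7.08 CPM in PEP2, and 20 of 32 PEP3 cells had TRPM8 counts. With 3 cells no test was made.

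PEP1 and NP2, the 2 types to which the study mapped heritability of chronic pain, differed in peptides, receptors and itch genes. GAL was at 217 ± 48.4 CPM in PEP1 and 0.0706 ± 0.116 in NP2 (n = 5 each, adjusted p = 1.8e-10). NTRK1 was at 377 ± 115 and 0.178 ± 0.225 CPM (10.51 ± 0.96, adjusted p = 2.4e-10), and PTCHD1 on chromosome X (23138337 to 23205246) at 47.7 ± 16.2 and 0.0133 ± 0.0298 CPM (11.16). BCL11A, RIMBP2, TMEM255B, ST8SIA2, the bradykinin receptor BDKRB2 (22.1 ± 8.75 CPM), P2RY12 and AQP1 (135 ± 52.1 CPM) were higher in PEP1 in 5 of 5 animals. MRGPRX1 was at 0.180 ± 0.193 CPM in PEP1 and 217 ± 89.9 in NP2 (log2 -10.84 ± 0.72, adjusted p = 3.4e-12). KCNK18, TMEM45B, MYO1A, PNOC, MRGPRX4, P2RY14, TMEM155, NDP and SEMA7A were lower in PEP1 in 5 of 5 animals. Of 19 itch genes 11 were lower and 1 higher, as also over the list alone (camera adjusted p = 3.4e-15, adjusted p = 0.00455 with an estimated correlation). Of 24 inhibitory GPCRs 14 were higher and 3 lower in PEP1 (15 and 3 adjusted over the list alone), with OPRL1, HTR1B and GRM4 (camera adjusted p = 2.5e-08, adjusted p = 0.599 with an estimated correlation). In all 1989 genes were higher in PEP1 and 1490 in NP2, and the majority turned with each cell weighted equally (737 and 903, or 1041 and 1566 with at least 50000 counts per neuron).

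NP1 and NP2, which scored poorly in the screen of gene families that the study ran across species, differed in fewer genes than the other tested pairs of types. GFRA2, on chromosome 8 (21861512 to 21960755), was at 164 ± 40.8 CPM in NP1 and 1.55 ± 3.05 in NP2 (n = 5 each, log2 6.93 ± 0.56, adjusted p = 8e-10). The purinergic channel P2RX3 (244 ± 94.9 against 4.24 ± 8.19 CPM, log2 6.09), the irritant receptor TRPA1 (148 ± 98.1 against 4.87 ± 8.06 CPM, 5.13), TRPV1 (133 ± 77.8 against 6.39 ± 7.54 CPM, 3.95, adjusted p = 0.0039) and the adhesion molecule CD44 (697 ± 269 against 16.9 ± 32.8 CPM, 6.13) were higher in NP1. So were CDH1, CDH11, SERPINF1, WIPF3 and RHOU, each of these genes in 5 of 5 animals. TRAF3IP2, an adaptor of interleukin-17 signalling on chromosome 4 (15197632 to 15245103), was at 6.05 ± 3.75 against 62.9 ± 41.6 CPM (log2 -3.21 ± 0.47, adjusted p = 4.1e-05). The transcription factor NFIA (6.49 ± 4.20 against 41.3 ± 12.8 CPM, -2.72), LITAF, IGSF21, PNOC, GRIA4, the nicotinic receptor CHRNA3 (23.8 ± 10.1 against 162 ± 117 CPM) and IGFL4 were lower in NP1 in 5 of 5 animals. CCDC152 and SELENOP overlap on chromosome 6 in opposite directions and the reads are unstranded, so which of the pair was lower in NP1 is uncertain. Of 18 TRP channels 3 were higher in NP1 (4 adjusted over the list alone, camera adjusted p = 0.0086, adjusted p = 0.935 with an estimated correlation). Of 19 itch genes 3 were higher in NP1, MRGPRD (log2 2.95), LPAR3 (2.35) and SST (4.18), with 3 higher and 1 lower adjusted over the list alone, and the list was not called (camera adjusted p = 0.319). In all 279 genes were higher in NP1 and 81 in NP2, and the majority turned with each cell weighted equally (48 and 93, or 91 and 177 with at least 50000 counts per neuron). Without the animal block these were 202 and 45, and of the animals left out, C09 moved the counts most, to 123 and 29. The calls of TRPV1, GRIA4, CHRNA3 and PNOC ended under at least 1 alternative each.

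The study proposes, despite a low prediction score, that PEP3 are A-fibre nociceptors, and treats PEP1 as peptidergic C-fibre ones. Its proposal for PEP3 rests on likeness to mouse PEP2 neurons, by prediction probabilities for their subtypes and by labels passed from mouse cells. Fibre class was not measured in these cells. IGSF21, an adhesion molecule of inhibitory synapses on chromosome 1 (206358780 to 206629888), was at 40.3 ± 23.5 CPM in PEP3 and 0.376 ± 0.314 in PEP1 (n = 5 each, log2 6.26 ± 0.49, adjusted p = 2.7e-11). The creatine kinase CKB was at 358 ± 157 and 38.3 ± 15.6 CPM (3.45 ± 0.27, adjusted p = 2.7e-11) and the membrane anchor ANK1 at 63.4 ± 12.4 and 8.52 ± 2.92 CPM (2.80). TRARG1, SLC16A6, PCSK2, OIP5-AS1, RAB11FIP4, MTRNR2L8 and RIMKLA were also higher in PEP3. These leads depend on the N13 sum of 1104 counts. With only neurons of at least 50000 counts, which leaves it out, the rule names other increases, led by VSNL1 (log2 10.22), CHRM1 (9.67), OMG (8.78) and CHRNA7 (8.74), each higher in 4 of 4 animals. TAC1, the precursor of substance P, was at 254 ± 196 CPM in PEP3 and 6086 ± 2799 in PEP1 (log2 -4.99 ± 0.99, adjusted p = 0.00046). P2RY12 (-10.99), LDB2, SST, the nitric oxide synthase NOS1 (1.61 ± 3.33 against 61.8 ± 22.3 CPM), CCN3, OPRK1 (0.805 ± 1.80 against 28.8 ± 12.0 CPM) and GAL (-4.92) were lower in the 4 animals other than N13, whose sum is too shallow to show a decrease. GSTA1 and GSTA3, the paralogs above, were at 0 in PEP3, at least 122-fold and 119-fold lower. Of 44 voltage-gated potassium channels 23 were higher in PEP3 and 2 lower (28 and 3 adjusted over the list alone), KCNG1, KCNH8, KCNV1 and KCNQ3 leading (camera adjusted p = 4.4e-13, adjusted p = 0.812 with an estimated correlation). The A-fibre genes followed (13 of 26 higher and 1 lower, as also over the list alone, VSNL1 and KCNA1 among them, camera adjusted p = 1.2e-10, adjusted p = 0.761 with an estimated correlation). Of 49 presynaptic release genes 13 were higher, SYT2 and VAMP1 among them, and 2 lower, as also over the list alone (camera adjusted p = 0.039, adjusted p = 0.995 with an estimated correlation). Further, 9 of 39 genes of clathrin-dependent endocytosis were higher, EPN3 and AMPH among them (9 adjusted over the list alone, camera adjusted p = 0.028, adjusted p = 0.995 with an estimated correlation). Satellite glia genes were called higher by camera (adjusted p = 0.039, adjusted p = 0.995 with an estimated correlation), but no member was called, the median log2 was 0.138 and the mean -0.000312, so their direction is open. In all 1265 genes were higher and 1040 lower in PEP3. The higher calls were 54.9% of all with TMM and 67.6% with DESeq2, which moved the median of all genes by 0.102 (log2). Without C09 the counts were 774 and 598. With each cell weighted equally they were 159 and 5912, or 445 and 2263 with at least 50000 counts per neuron.

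The wells that the study excluded held RNA of the cells that surround neurons. DCN, which encodes the matrix protein decorin on chromosome 11 (90914795 to 90952424), was at 791 ± 715 CPM in excluded wells and 0.380 ± 0.659 in neurons (n = 5 each, log2 11.77 ± 1.17, adjusted p = 0.00029). PRELP (85.2 ± 84.3 CPM), CD34 (64.6 ± 53.6 CPM), MMRN1, SELP, TNFSF10, GASK1B, LCN9, IGFBP5 (440 ± 390 CPM) and APOC1 (47.9 ± 27.8 CPM) were higher in 5 of 5 animals. The neuronal secretory protein gene SCG2 (91.7 ± 93.5 against 1317 ± 389 CPM, log2 -4.62, adjusted p = 0.0027), SST, PTCHD1, SCGN, POU4F3, KIT, the opioid receptor OPRM1 (4.21 ± 5.90 against 43.3 ± 9.42 CPM), GAL, ADCYAP1 and SH3GL2 were lower in 5 of 5 animals. All 15 satellite glia genes rose (15 adjusted over the list alone), with ABCA8 at 1225 ± 488 against 6.44 CPM and S100A1 at 683 CPM (camera adjusted p = 5.9e-12, adjusted p = 0.761 with an estimated correlation). Macrophage markers rose with 7 of 9 (C1QB, C1QC, adjusted p = 5.6e-05, adjusted p = 0.851 with an estimated correlation). Myelinating Schwann cell markers rose with 5 of 6 (MBP, MPZ, adjusted p = 0.0056, adjusted p = 0.851 with an estimated correlation) and fibroblast markers with 5 of 5 (COL1A1, COL1A2, adjusted p = 0.0063, adjusted p = 0.935 with an estimated correlation). Endothelial markers rose with 6 of 7 (ERG, PECAM1, adjusted p = 0.007, adjusted p = 0.951 with an estimated correlation) and mural markers with 5 of 6 (NOTCH3, MYH11, adjusted p = 0.02, adjusted p = 0.935 with an estimated correlation). All of these are camera tests, with the same counts adjusted over the list alone. So did 16 of 21 immediate early and heat shock genes, NR4A1 and EGR1 among them (17 adjusted over the list alone, camera adjusted p = 6.2e-08, adjusted p = 0.935 with an estimated correlation). Of 15 neuron genes 11 fell, SLC17A6 and UCHL1 among them (14 adjusted over the list alone, camera adjusted p = 0.00012, adjusted p = 0.982 with an estimated correlation). The study removed these wells by low gene number and non-neuronal markers, so these differences are not independent evidence. Neither lymphocyte markers (1 of 3 higher, adjusted p = 0.838) nor erythroid genes (1 of 3 higher, adjusted p = 0.933) were called as lists, also over the list alone. Over all 13 contrasts, the smallest adjusted p was 0.0983 for injured neuron genes (NP3, 1 of 9 higher and 4 lower) and 0.195 for mechanosensitive channels (lumbar neurons). With the animal as a block, injured neuron genes were called higher (adjusted p = 0.00166, adjusted p = 0.818 with an estimated correlation) and erythroid genes lower (adjusted p = 0.0473, adjusted p = 0.818 with an estimated correlation) in lumbar neurons. In excluded wells edgeR called 3889 genes higher and 3338 lower over 1648 wells, and 2548 higher without N11. Without a filter on low counts the majority turned to 4337 higher and 5066 lower.

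The labels give spinal levels, which allow lumbar neurons (4 animals) to be compared with thoracic ones (3 animals). Each plate held 1 level, and the sums pooled all types in different shares. PEP1 was 49.0% of lumbar and 38.6% of thoracic neurons, and NP2 7.08% and 13.3%. Level, plate and mix of types therefore cannot be told apart in these sums. HOXA10, a positional gene of the posterior body, was at 13 ± 3.89 CPM in lumbar and 0.684 ± 0.157 CPM in thoracic neurons (log2 4.20 ± 0.33, adjusted p = 0.00303), above every thoracic sum in 4 of 4 lumbar animals. HOXA10-AS (log2 4.05, adjusted p = 0.00303, chosen after its values were seen) and HOXA10-HOXA9 (22.2 ± 6.67 against 1.77 ± 0.757 CPM, 3.67, adjusted p = 0.0101) overlap HOXA10, so the 3 calls count the same locus and reads cannot be told apart between them. HOXA9 was at 3.41 ± 0.579 against 0.355 ± 0.184 CPM (log2 3.34, adjusted p = 0.0548) and HOXC10 at 3.78 ± 1.75 against 0.187 ± 0.110 CPM (4.24, adjusted p = 0.0618), neither past the threshold. Of 9 genes of HOX paralog groups 9 to 13, 1 was higher in lumbar neurons (8 adjusted over the list alone, camera adjusted p = 1.6e-13, adjusted p = 0.044 with an estimated correlation). With the animal as a block the list was again higher by camera (adjusted p = 1.2e-09, adjusted p = 0.818 with an estimated correlation).

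Markers of satellite glia moved with the level, or with the plates and the mix of types that came with it. Their median log2 was 1.53 higher in lumbar neurons, with no member called over all genes and 8 of 15 adjusted over the list alone (camera adjusted p = 3e-13, adjusted p = 0.248 with an estimated correlation). APOE was at 44.2 ± 10.3 against 13.4 ± 1.42 CPM, SPARCL1 at 25.9 ± 3.74 against 7.48 ± 2.24 CPM and PLP1 at 40.3 ± 20.3 against 8.35 ± 2.51 CPM. Fibroblast markers were higher too (1 of 7 adjusted over the list alone, camera adjusted p = 0.0043, adjusted p = 0.851 with an estimated correlation). Oxidative phosphorylation genes (adjusted p = 0.00033, adjusted p = 0.995 with an estimated correlation) and neuron genes (adjusted p = 0.0255, adjusted p = 0.935 with an estimated correlation) were higher by camera, and with the animal as a block neither was called (adjusted p = 0.71 and 0.494). Sensory transcription factors (adjusted p = 0.00105, adjusted p = 0.935 with an estimated correlation) and voltage-gated potassium channels (adjusted p = 0.0173, adjusted p = 0.935 with an estimated correlation) were lower, and were again with the block (adjusted p = 1.8e-05 and 0.00166, both adjusted p = 0.818 with an estimated correlation). Sodium channels were called lower with the block alone (adjusted p = 0.0329, against 0.0549 without, adjusted p = 0.818 with the block and an estimated correlation). No member of these 5 lists was called, and 1 of 54 transcription factors was lower adjusted over the list alone. edgeR called 3 genes higher and 0 lower, with 648 higher and 403 lower at an unadjusted p under 0.05, and DESeq2 called 59 and 23. With the animal as a block 127 were higher and 86 lower, from 2 animals with both levels. NP1 cells alone gave 0 higher and 0 lower by edgeR (530 and 217 at an unadjusted p under 0.05), and without C09 or without N11 the 3 calls fell to 0.

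**Figure D4:**
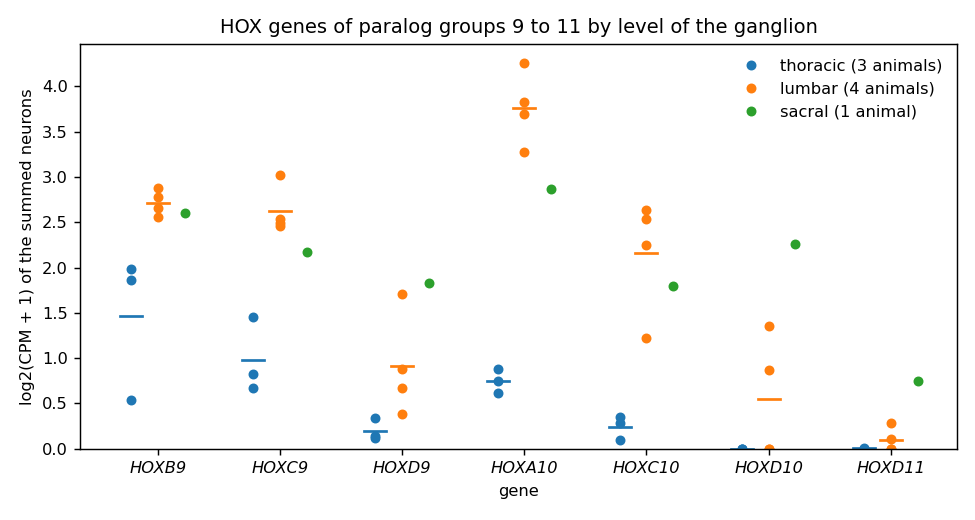
Level of 7 HOX genes in the summed neurons of each animal and spinal level, as log2 of CPM plus 1. Points are animals and lines the means. HOXA10 averages 13 CPM in lumbar and 0.684 CPM in thoracic sums, and the sacral sum has the highest HOXD10 and HOXD11.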

Values the study reported

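The study reported that its Smart-seq2 dataset came from 5 female macaques and held 1038 neurons after filtering. It stated averages of more than 480,000 counts and more than 13,500 detected genes per cell.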

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

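The tests of HOX genes in NP3 within spinal levels were chosen after the result was seen. Of 45 groups searched for a value far from the others, 3 held one, and chance gives about 1 in 20.

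Neurons of C01 stood apart by few detected genes, with a median of 10787.5 per neuron against 14105 to 15439 in the other 4 animals. C01 was sorted on a single plate, which also lay below the other 8 plates (13715 to 15439), so these are 2 views of the same wells. The scaling factor of the PEP3 sum of N13 was 11.5, against 0.425 to 0.996 in the other 4 PEP3 sums. That sum holds 2 cells and 1104 counts.

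The sacral neurons, from C06 alone, entered no comparison of levels, and 9 HOX genes of paralog groups 9 to 13 lay above every thoracic sum there. HOXA10 was at 6.27 CPM (thoracic 0.531 to 0.845), HOXB9 at 5.08 (0.456 to 2.95), HOXD10 at 3.79 (0 in all 3), HOXC9 at 3.50 (0.597 to 1.74), HOXD9 at 2.54 (0.0838 to 0.265), HOXC10 at 2.47 (0.0663 to 0.280), HOXA9 at 1.06 (0.221 to 0.564), HOXD11 at 0.681 (0 to 0.00698) and HOXC11 at 0.299 CPM (0 in all 3). 3 counts in the sacral sum are 0.0358 CPM. With 1 animal the difference was not tested.

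Satellite glia genes and immediate early genes were higher in PEP1 than in the other types, with median log2 fold changes of 2.0 and 1.08. PEP1 has the most cells in C01, C09 and N13 (35 against 50 C-LTMRs in C06, and 71 against 74 NP1 cells in N11), and a sum of many cells is less often at 0 for a low gene. With at most 3 cells per sum, the median over 12 draws was 1.14 for satellite glia (-2.17 to 3.11) and 0.873 for immediate early genes (0.506 to 1.61), with 0 to 9 members of each list called. The draws spread too widely to decide, so the number of cells and a difference between types cannot be told apart. The signal of satellite glia was not particular to PEP1. Members were also called higher in NP2 (129 cells, LPL at log2 3.62) and PEP3 (35 cells, PTPRZ1 at 3.94). The PEP3 list call ended with at least 50000 counts per neuron. Between PEP1 and NP2 no member was called (smallest edgeR adjusted p = 0.231, LPL). RNA from glia around the neurons may also contribute and was not tested within PEP1.

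Of the HOX genes, 12 were called lower in NP3 than in the other types. All 12 are HOXA, HOXB or HOXD genes, and some other HOX genes were higher in NP3, as given above. A different mix of ganglion levels is a candidate explanation. Within thoracic sums the median log2 ratio of the 12 genes to the other types averaged -2.35 ± 0.199 (SD, 3 sums), which argues against the mix of levels as the whole cause there. Within lumbar sums it averaged -1.98 ± 1.09 (4 sums), with C01 (3 cells) at -0.684, a spread too wide to decide alone. Between lumbar and thoracic neurons the members of paralog groups 1 to 8 among them differed by log2 -0.219 (HOXD3) to 0.567 (HOXD8). In NP3 they were at -1.18 (HOXD8) to -4.88 (HOXB6). A mix of these levels would not give this, which argues against it for these genes, in a comparison made after the result was seen. Whether NP3 neurons express these 12 HOX genes less for a biological reason stays a hypothesis, since the genes were picked on the same cells.

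Oxidative phosphorylation genes were higher in A-LTMRs by a median log2 of 0.614. Within single animals and levels the median averaged 0.654 ± 0.105 (SD, 4 sums), which argues against the mix of levels. It also argues against the mix of plates outside C09, whose thoracic cells came from more than a single plate. With the size factors of DESeq2 the median was 0.697. DESeq2 moved the median of all genes by only 0.0657 here. This bears on the choice between these factors and cannot exclude a scaling effect shared by both. No biological explanation was tested, nor were cell size and RNA content.

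The types were assigned from the same expression values, so rearranged labels had to call fewer genes, and the counts between types cannot show whether chance made the types. Of 30 arrangements of the types within animals, 1, the real one, called as many genes in each contrast. The real and highest other counts were 2594 and 1536 for A-LTMR, 1975 and 82 for C-LTMR, 1987 and 22 for NP1, 2417 and 16 for NP2, 2069 and 211 for NP3, 2149 and 55 for PEP1, 2313 and 110 for PEP3, and 2591 and 457 for TrpM8high. They were 3479 and 1 for PEP1 against NP2, 360 and 0 for NP1 against NP2, and 2305 and 0 for PEP3 against PEP1. For excluded wells, 1 of 100 splits drawn from 126, the real one, called 7227 genes, and the highest other called 44. Only 13 of these part every animal's pair as the real split does (highest other 44), too few for a share under 0.05. For lumbar against thoracic neurons 1 of 35 splits, the real one, called as many as 3, and the highest other was 2. Of these, 16 part as many pairs (highest other 1), too few for a share under 0.05, and the 3 genes are a single overlapping locus.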

How the results depend on the processing

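The alternatives that weight each cell equally among neurons of at least 50000 counts, and that keep only such neurons, were chosen after the data were seen. More genes were called lower than higher, against the balance in the report, with DESeq2 for C-LTMR (990 and 1039), NP1 (921 and 1016) and NP2 (944 and 1650), without a filter for PEP3 against PEP1 (1467 and 1527) and excluded wells (4337 and 5066), and with cells weighted equally for C-LTMR, PEP3 and the 3 pairs of types. With this weight and at least 50000 counts per neuron the same held for A-LTMR (1114 and 1630), PEP3 and the 3 pairs of types. Of 214 counts of calls under alternatives other than leaving out an animal, 53 moved by more than 1.5 times, as did 23 of 130 counts without 1 animal, and 3 of 63 shares moved by more than the SD between animals. Of 217 pairs of a named gene and a contrast, 189 were past the threshold in every alternative run and none changed sign. The rule had picked these pairs for large changes of the same direction in every animal. That selection favours such an outcome, so it says little about the other calls. Causes were not tested except where the alternative's construction shows them. A minimum of 5 cells per sum leaves no TrpM8high sum, so it gave no value there. Depth limits low genes, since a sum of 1104 counts (PEP3 of N13) detects few genes.

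Without a filter on low counts, more genes enter the test. Higher genes were 1891 in C-LTMR, 1938 in NP1, 1931 in NP2, 1972 in NP3 and 2565 in PEP1. NP1 against NP2 gave 586 higher and 248 lower, excluded wells 5066 lower, and lumbar against thoracic 18 and 10.

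With each cell weighted equally, the counts higher and lower were 319 and 525 in C-LTMR, 432 and 354 in NP1, 762 and 414 in PEP1, 175 and 6815 in PEP3, 829 and 483 in TrpM8high, 737 and 903 for PEP1 against NP2, and 159 and 5912 for PEP3 against PEP1. Lower genes were 445 in NP2 and 367 in NP3, and 48 were higher for NP1 against NP2. With this weight and at least 50000 counts per neuron, higher genes were 696 in C-LTMR, 604 in NP1, 796 in PEP1 and 1041 for PEP1 against NP2, and lower genes 646 in NP2, 484 in NP3 and 1356 in TrpM8high. PEP3 gave 489 and 2090, NP1 against NP2 91 and 177, and PEP3 against PEP1 445 and 2263. The cause was not tested, though cells of few counts carry full weight in the first of these.

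Without the animal block, NP1 against NP2 gave 202 higher and 45 lower. Without block and filter, higher genes were 1936 in C-LTMR, 2039 in NP1, 1884 in NP3, 2661 in PEP1 and 7481 in excluded wells, and NP1 against NP2 had 53 lower. A minimum of 1 cell per sum gave 402 lower in PEP3. For lumbar against thoracic neurons, DESeq2 gave 59 and 23, the animal block 127 and 86, and NP1 cells alone 0 higher by edgeR (530 at an unadjusted p under 0.05). On lumbar plates only, the shares were 0 for A-LTMR, 7.08% for NP2 and 0.405% for PEP2. The cause was not tested.

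Of 398 list tests 126 were called by camera, 5 with an estimated correlation, 23 by fry (19 of them shared with camera), and 81 of 330 with at least 50000 counts per neuron (70 of 100 shared). With and without the animal block, 100 and 101 of 330 type lists were called, 99 in both. For lumbar neurons 8 lists were called with the block and 7 without, 5 in both.

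Leaving out 1 animal gave these ranges, higher and then lower. A-LTMR 1172 to 1803 and 734 to 1418, C-LTMR 885 to 1662 and 448 to 1070, NP1 1106 to 1603 and 467 to 867, NP2 1095 to 1727 and 878 to 1310, NP3 1068 to 1696 and 565 to 1027, PEP1 1174 to 2142 and 575 to 838, PEP3 1244 to 1842 and 497 to 683, TrpM8high 1400 to 2013 and 494 to 1068. PEP1 against NP2 gave 1440 to 2677 and 1220 to 1914, NP1 against NP2 123 to 408 and 29 to 162, PEP3 against PEP1 774 to 1347 and 598 to 1183, excluded wells 2548 to 4600 and 2308 to 3940, and lumbar neurons 0 to 6 and 0 to 0 by edgeR. Values beyond 1.5 times came without C09 for A-LTMR (734 lower), without C06, C09 or N11 for C-LTMR (448, 480 and 549 lower), without C06 for NP1 (467 lower), without C01 for PEP1 (2142 higher), without N11 for TrpM8high (494 lower) and excluded wells (2548 higher), and without C09 for PEP3 against PEP1 (774 and 598). For NP1 against NP2 they came without C01 (162 lower), C06 (181 and 39), C09 (123 and 29), N11 (158 and 46) and N13 (45 lower), and for lumbar neurons without C01 (5), C06 (6), C09 (0) and N11 (0). Shares ranged over 1.69 to 2.91% for A-LTMR, 7.79 to 12.5% for C-LTMR, 21.2 to 24.4% for NP1, 11.5 to 14.2% for NP2, 7.86 to 10.3% for NP3, 30.9 to 40.3% for PEP1, 0.0980 to 0.206% for PEP2, 3.76 to 6.10% for PEP3 and 1.38 to 2.4% for TrpM8high. The PEP2 share moved by more than 1.5 times without C09 (0.0980%) and without N11 (0.108%), from 3 cells in all. With all cells pooled, the shares were 0.288% for PEP2, 3.37% for PEP3 and 1.06% for TrpM8high.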

Other observations

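Genes of transmitter release and neuropeptides were low in the excluded wells. Of 49 presynaptic release genes 33 fell and 1 rose (35 and 1 adjusted over the list alone, camera adjusted p = 2.5e-07, adjusted p = 0.935 with an estimated correlation), and of 30 neuropeptide genes 19 fell (20 adjusted over the list alone, camera adjusted p = 8.2e-05, adjusted p = 0.935 with an estimated correlation). TAC1, the precursor of substance P, was at 220.5 CPM in excluded wells and 2831 CPM in neurons, so some neuronal RNA was present there. Of the 1648 excluded wells 338 held at least 100000 counts.

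The share of wells that carry a neuron label was 12.0% in C01 (46 of 384), 30.6% in C06 (235 of 768), 48.2% in C09 (463 of 960), 51.4% in N11 (255 of 496) and 51.2% in N13 (41 of 80). Residuals of sums from the same animal correlated with a mean r of 0.239 (108 pairs), and those from different animals with -0.0505 (426 pairs).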
